A study of Mus musculus with 9 samples.

How the data were processed

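In all, 9 libraries of RNA from cultured mouse hippocampal neurons were analysed. The libraries come from an RNA proximity-labelling experiment. Neurons were taken from newborn mice in which the Actb gene carried 24 MS2 stem loops, the Arc gene carried 24 PP7 stem loops, or both. A lentivirus delivered the peroxidase APEX2 fused to the coat protein that binds MS2 loops (MCP) or to the one that binds PP7 loops (PCP). A brief pulse of hydrogen peroxide then let APEX2 attach biotin to molecules around it, and biotinylated RNA was enriched on streptavidin beads. Per the labels' protocols, neurons of both sexes were combined, the RNA was not quantified after the pulldown, and the libraries were made with a SMART-Seq kit from the largest input volume the kit allowed. The labels put every library in batch 1, so no batch term was fitted and batches could not be compared.

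The authors deposited a table of expected counts per gene and a table of TPM (transcript abundance scaled for length and library) per gene for the same libraries, both from RSEM per the file headers and names. RSEM shares reads that fit several genes among them, so expected counts need not be whole. Of all deposited rows of a library, rows at 0 included, 4.39% to 6.57% were not whole. The share among rows above 0 is higher, since rows at 0 are whole. The deposited TPM values add length scaling and sum to a fixed total in each library. The aligner, the genome build, the annotation, the use of strand and any read filter are not stated in the labels or files. No molecular identifiers are mentioned in the labels' protocols, so counts include amplification copies. The number of unmapped per-sample columns was 0.

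The tables hold 57126 gene rows and 12 further rows for the virus constructs and for parts of the tagged Actb and Arc 3' untranslated regions. These further rows carried between 0.00678% and 0.0905% of the expected counts of a library. They were kept out of library sizes and gene tests and are reported separately. Gene symbols were taken from the GENCODE mouse release 21 name table by gene identifier without its version, which matched 51884 gene rows (90.8%). Rows without a symbol carried at most 0.334% of the counts of a library. Because the build of the deposited tables is not stated and the identifier versions differ from that release, no genome coordinates are printed.

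Expected counts were rounded to whole numbers, which changed no library total by more than 0.000294%. Libraries were grouped from the labels as follows: 2 Actb-targeted libraries (MCP virus, Actb tag present), 2 Arc-targeted libraries (PCP virus, Arc tag present), 2 scrambled controls (MCP virus in neurons with the Arc tag only, and PCP virus in neurons with the Actb tag only), 1 uninfected control, 1 background infected control and 1 background uninfected control. The labels do not say what sets the background controls apart. Total counts ranged from 11817696 to 13650916 per library. At such totals, 3 counts, the upper limit that a count of 0 allows, corresponded to 0.220 to 0.254 CPM (counts scaled to the library total). Intervals on single values are exact 95% intervals (Poisson for gene counts), and intervals and floors cover counting error only, since amplified reads are not independent molecules.

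The main test was the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3) with robust dispersion, TMM normalisation and the filterByExpr filter at a minimum count of 10, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 3 groups with 2 libraries shared a single fit for the comparisons among them. In 2 further comparisons the scrambled libraries were separated by mouse line, and the 2 comparisons with an unreplicated control used all 9 libraries. In those 4 comparisons, the lone library was assumed to vary like the replicated groups. Standard errors of log2 fold changes were derived from the quasi-likelihood F statistic. For a gene at 0 counts throughout a group, a lower bound of the fold was computed against 3 counts per library. Gene lists (7, fixed before the data were examined) were tested in 3 contrasts with camera at a preset inter-gene correlation of 0.01, with fry and an estimated correlation beside it (limma 3.58.1). The named genes were fixed by rule: Actb and Arc always, then up to 4 genes per direction past the threshold in each of the first 3 comparisons, or, where none passed, the 3 genes with the lowest p-value.

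Alternatives chosen before the data were examined were RLE size factors, library size alone, no low-count filter, a mean of at least 5 CPM, DESeq2 1.42.0 on the rounded counts, limma-trend on log2(TPM + 1) and log2(TPM + 0.1) for genes with a mean of at least 1 TPM, removal of mitochondrially encoded genes, a replicate block, all 9 libraries in the fit, and leaving out each of the 6 libraries of the replicated groups in turn. A single alternative, the addition of the tag rows to the Actb and Arc rows, was chosen after seeing the data.

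The tests were tested on simulated counts that had the means, library sizes and dispersion of the real genes. Changed genes were drawn only from those with a mean of at least 20 CPM. All libraries of a gene had the same dispersion, so a library that varies more than the others was not modelled. With 200 of 14529 genes changed by 3 on the log2 scale in the comparison of Actb-targeted with scrambled libraries, edgeR recovered 68 of them with 8 false calls, limma 69 with 10, and DESeq2 131 with 331. With the dispersion divided by 20, edgeR recovered 195. With 200 genes changed in each of the other comparisons, edgeR recovered 58 for Arc-targeted against scrambled libraries (6 false calls), 73 for Actb-targeted against Arc-targeted libraries (8) and 66 for all targeted libraries against scrambled (15). With 17610 genes run, it recovered 80 of the 200 for infected against uninfected and 61 of the 200 for Actb-targeted against background infected, with 34 false calls in each. In the own-line comparisons, with 16646 genes run, it recovered 44 for Actb with 25 false calls and 27 for Arc with 29. For Arc-targeted against scrambled libraries, 4.18% of the unchanged simulated genes had an unadjusted p under 0.05 in edgeR, against 0.640% of the real genes. For the Arc own-line comparison these shares were 4.14% and 0.192%, so recovery in the real data may be lower than simulated.

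Libraries were compared with each other by Pearson's r and Spearman's rho of log2(CPM + 1) across the 2183 genes with a mean of at least 100 CPM, with numpy, pandas and scipy. The chi-square statistic of the 2 most similar libraries was 76.8 per degree of freedom across genes, so no pair differed by sampling noise alone and each library was counted as 1 sample. Exact permutation tests were two-sided. Random gene lists (10000 per test) were matched on mean abundance in 20 bins. Marker lists for the closing observations were written before their tests: 25 reactive glia genes, 10 astrocyte identity genes and 4 Y-linked genes, 2 of which had been seen at 0 in a library by then. No group had 3 or more libraries, so no other splits of the libraries were counted.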

Results

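RNA recovered by APEX2 proximity labelling was measured in 9 libraries from primary mouse hippocampal neurons, 1 hour after chemical induction of long-term potentiation, a treatment that strengthens synapses and induces Arc. The design asked which RNAs lie near Actb mRNA (beta-actin) or Arc mRNA, an immediate early gene product, when the labelling enzyme is recruited to either of them. The Actb-targeted group had 2 libraries, replicate 1 from mice with both tags and replicate 2 from mice with the Actb tag alone. The Arc-targeted group had 2 libraries, both from mice with the Arc tag alone. The scrambled control group had 2 libraries in which the coat protein had no matching tag. Replicate 1 carried MCP in neurons with the Arc tag and replicate 2 carried PCP in neurons with the Actb tag. The uninfected control, the background infected control (MCP virus) and the background uninfected control were single libraries from mice with both tags and have no replicates.

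Total counts were 13521463 and 11817696 in the Actb-targeted libraries, 12081420 and 12738724 in the Arc-targeted libraries, and 12980296 and 13650916 in the scrambled controls. They were 11936301 in the uninfected control, 13240805 in the background infected control and 12767751 in the background uninfected control. The number of genes with at least 1 count was 10361 in Actb-targeted replicate 1 and lay between 13571 and 15836 in the other 8 libraries. In Actb-targeted replicate 1, 1476 genes had 0 counts although each of the other libraries had at least 20 counts for them. The corresponding number was 176 in the background infected control and between 3 and 66 in the remaining 7 libraries. Mitochondrially encoded genes took 1.79% to 4.92% of the counts of a library, with 3.81% in Actb-targeted replicate 1.

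**Figure D1:**
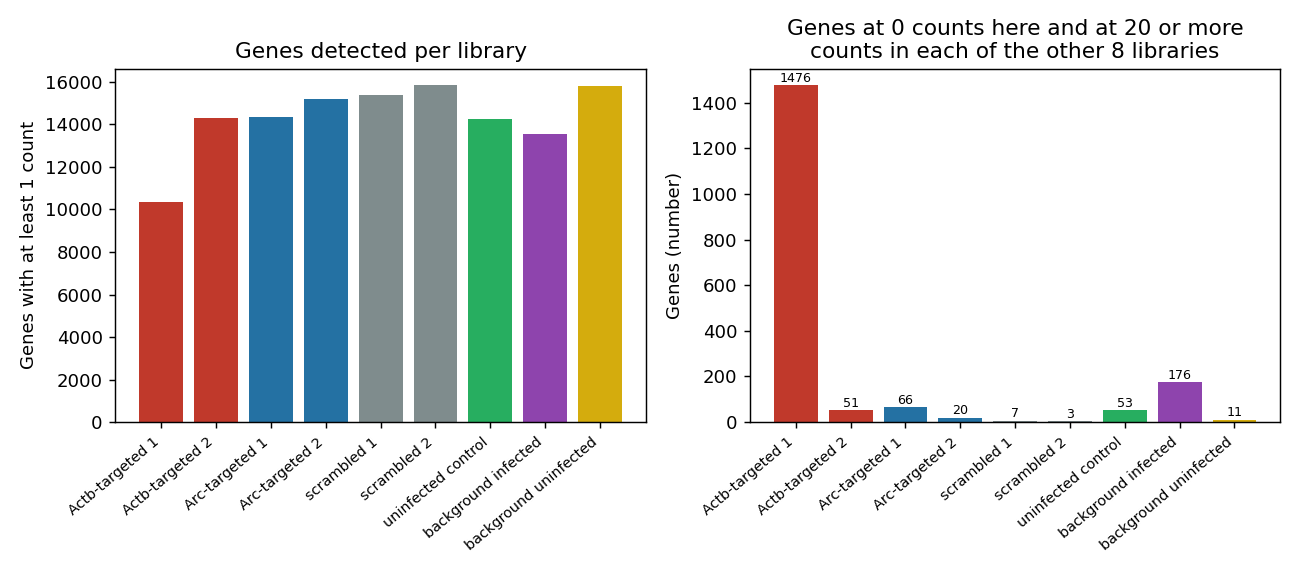
The left panel shows the number of genes with at least 1 count in each of the 9 libraries, and the right panel shows the number of genes at 0 counts in that library with at least 20 counts in each of the other 8. Bars are single libraries coloured by group, and Actb-targeted replicate 1 has 10361 genes detected and 1476 genes of the second kind.

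The rows for the virus constructs were examined first, since they show which virus a library received. The MCP coat protein row had 2360 and 793 expected counts in the Actb-targeted libraries, 2254 in scrambled control replicate 1 and 1612 in the background infected control. It had 0 in the 3 libraries infected with the PCP virus and in both uninfected libraries. The PCP coat protein row had 2726 and 2428 expected counts in the Arc-targeted libraries and 1962 in scrambled control replicate 2. It had 31 in scrambled control replicate 1, a share of 2.39 CPM (exact 95% interval 1.62 to 3.39 CPM), and 0 in the other libraries of the MCP virus and in both uninfected libraries. All construct rows together had 286 to 783 CPM in the 7 infected libraries and 0 in both uninfected libraries, where 0 counts allow up to 0.251 and 0.235 CPM. In each infected library the coat protein with the most counts was that of the virus in its label. APEX2 and fluorescent protein sequences are shared by the constructs, so only the coat protein rows separate the viruses. The row for the MS2 stem loops had at most 6 expected counts in any library, and that for the PP7 loops at most 1.

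**Figure D2:**
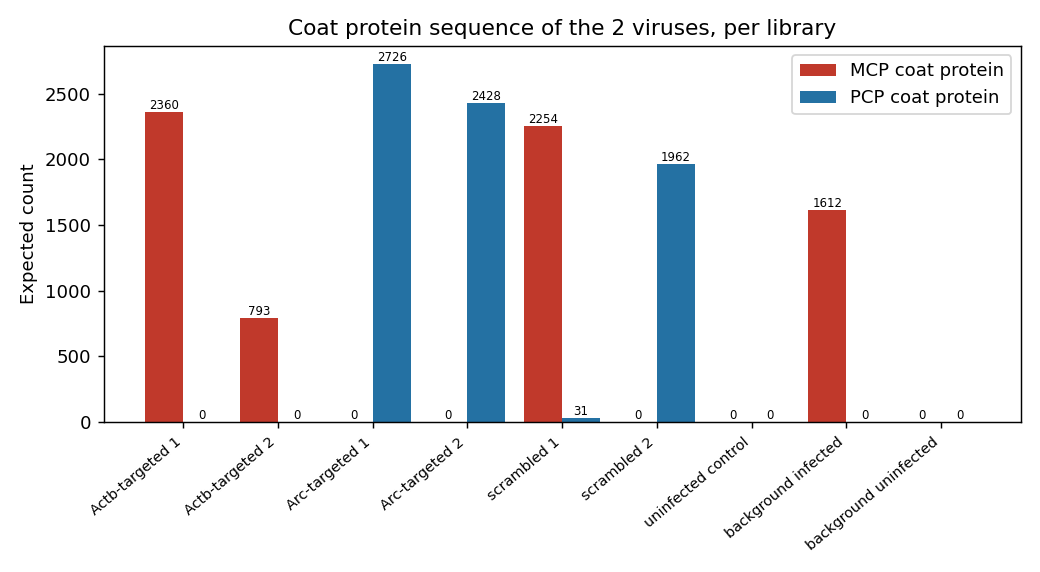
Bars show the expected counts of the MCP and PCP coat protein rows in each of the 9 libraries. The 4 libraries given the MCP virus have 793 to 2360 counts of MCP, the 3 given the PCP virus have 1962 to 2726 counts of PCP, and scrambled control replicate 1 also has 31 counts of PCP.

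The recruiting transcripts were examined next. Actb (ENSMUSG00000029580.15) stood at 646 CPM in Actb-targeted replicate 1 and 1075 CPM in replicate 2, or 860.4 ± 304 CPM (SD, n = 2). It stood at 298 ± 14.5 CPM (SD, n = 2) in the Arc-targeted libraries. The scrambled controls differed from each other, with 320.5 CPM in replicate 1 and 2240.4 CPM in replicate 2, a mean of 1280.4 ± 1358 CPM (SD, n = 2). The uninfected control had 1234 CPM, the background infected control 793 CPM and the background uninfected control 1961 CPM. Against the scrambled controls, Actb in the Actb-targeted libraries had a log2 fold change of -0.64 (SE 0.85, adjusted p 1 in edgeR), a difference smaller than the spread between replicates. The sign followed the choice of control. Without scrambled control replicate 2 the log2 fold change was 1.36 (adjusted p 1), and against scrambled control replicate 2 alone, which shares the Actb tag, it was -1.45 (SE 0.44, adjusted p 1). Without Actb-targeted replicate 2, the latter fell to -1.93 with an adjusted p of 0.0216 in edgeR. That fit sets 1 library against 1 library of another line and takes their variation from the Arc-targeted pair, so it says nothing of variation between Actb-targeted libraries. Actb is related in sequence to Actg1 and to pseudogenes, among which RSEM may share reads, so its level carries that uncertainty.

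Arc (ENSMUSG00000022602.15) stood at 63.7 ± 17.5 CPM (SD, n = 2) in the Arc-targeted libraries and at 387 ± 202 CPM (SD, n = 2) in the scrambled controls, of which replicate 1 had 244 CPM and replicate 2 had 529.6 CPM. The log2 fold change was -2.62 (SE 2.32, adjusted p 1 in edgeR), with no overlap between the 2 groups. The dispersion behind this SE was fitted together with the Actb-targeted libraries, whose Arc values lay far apart. Against scrambled control replicate 1 alone, which shares the Arc tag, it was -1.96 (SE 2.61, adjusted p 1). Arc had 2 counts in Actb-targeted replicate 1, or 0.148 CPM (exact 95% Poisson interval 0.0179 to 0.534 CPM), and 599 CPM in replicate 2. The uninfected control had 185 CPM, the background infected control 120.1 CPM and the background uninfected control 112 CPM. No enrichment of the Actb or Arc gene row in its own targeted group was detected. The row for the 3' end of the Actb 3' untranslated region had 93.3 and 51.0 CPM in the Actb-targeted libraries. It had 24.9 and 1.57 CPM in the scrambled controls and 7.89 to 43.3 CPM in the other libraries. The row also had 24.9 to 35.3 CPM without the Actb tag. The matching Arc row was lower in the Arc-targeted libraries (26.1 and 24.6 CPM) than in both scrambled controls (at least 70.4 CPM). Neither row was tested for a difference between groups.

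**Figure D3:**
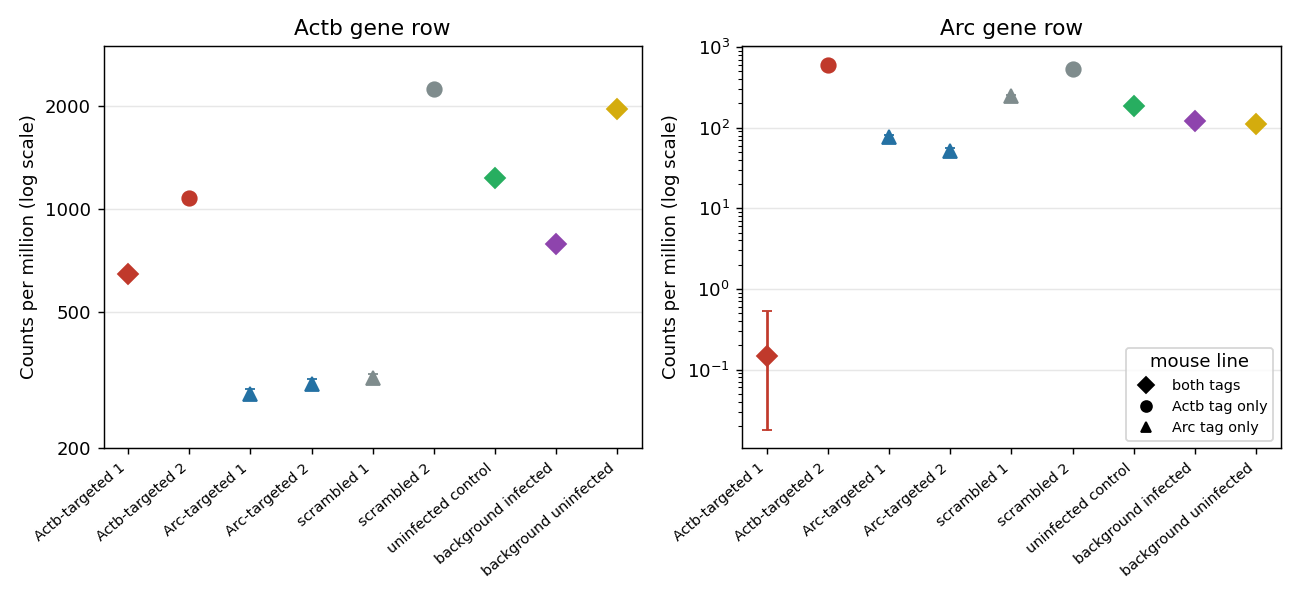
Points show Actb (left) and Arc (right) in each of the 9 libraries, in CPM on a log axis, with exact 95% Poisson intervals as bars, mostly smaller than the points. The marker shape gives the mouse line and the colour the group, and Actb lies at 288 to 320.5 CPM in the 3 libraries without the Actb tag and at 646 to 2240.4 CPM in the other 6.

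Similarity between libraries was then compared across the 2183 genes with a mean of at least 100 CPM. These correlations are across genes, which are not independent replicates. The Arc-targeted replicates correlated at r = 0.905 (rho = 0.826) and the scrambled controls at r = 0.893 (rho = 0.836). Arc-targeted and scrambled libraries correlated with each other at r = 0.895 to 0.907, so libraries of these groups were as similar between groups as within them. The Actb-targeted replicates correlated at r = 0.567 (rho = 0.552), the lowest r of the 36 pairs, and replicate 1 did not exceed r = 0.661 with any library. Actb-targeted replicate 2 correlated with the scrambled controls at r = 0.835 and 0.872. The uninfected control correlated at r = 0.794 to 0.854 with the 5 infected libraries that were neither background controls nor Actb-targeted replicate 1. The background infected and background uninfected controls correlated with each other at r = 0.861, above the highest value of either with the other 7 libraries, 0.806 and 0.829.

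**Figure D4:**
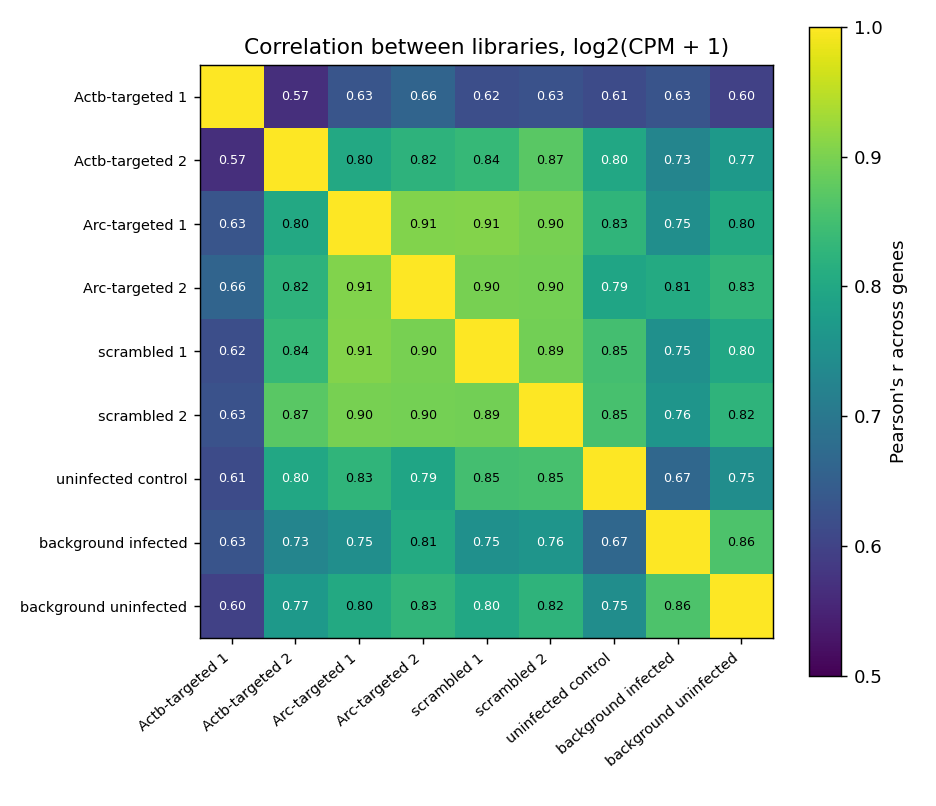
Each cell gives Pearson's r of log2(CPM + 1) between a pair of the 9 libraries across 2183 genes, with the colour scale running from 0.5 to 1. Actb-targeted replicate 1 lies between 0.567 and 0.661 with the other libraries, while Arc-targeted and scrambled libraries lie between 0.893 and 0.907 with each other.

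The comparison of Actb-targeted with scrambled libraries addressed which RNAs are labelled near Actb mRNA beyond non-specific labelling. Of 14529 genes tested, 0 passed the threshold in edgeR, and 502 (3.46%) had an unadjusted p under 0.05, fewer than the 5% that chance gives. The common biological coefficient of variation of this fit was 1.16. DESeq2 called 215 genes, 17 higher and 198 lower in the Actb-targeted libraries, of which 165 were at 0 counts in every library of a group, and limma on log2(TPM + 1) called 0. The count depended on a single library: without Actb-targeted replicate 2, which leaves replicate 1 alone in the group, edgeR called 2862 genes, 2667 of them lower, and 1808 of the 2862 had 0 counts in replicate 1. Without replicate 1 it called 0. The 3 genes with the lowest p-value, none past the threshold, were Cp, Ifit3 and Ankrd29. Cp (ENSMUSG00000003617.17, ceruloplasmin) had 5.69 ± 2.42 CPM (SD, n = 2) in the Actb-targeted libraries and 117 ± 4.08 CPM in the scrambled controls, a log2 fold change of -4.44 (SE 0.46, adjusted p 1 in edgeR). Without the low-count filter, it was the only gene called, with an adjusted p of 0.0139. Ifit3 (ENSMUSG00000074896.4) had 46.7 ± 4.49 CPM against 208 ± 34.8 CPM (SD, n = 2 each), a log2 fold change of -2.23 (SE 0.31, adjusted p 1). Ifit3 belongs to a family of related genes among which reads may be shared. Ankrd29 (ENSMUSG00000057766.15) had 0 counts in both Actb-targeted libraries and 44.2 ± 11.4 CPM (SD, n = 2) in the scrambled controls, at least 186-fold lower against a floor of 3 counts per library (adjusted p 1).

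The comparison of Arc-targeted with scrambled libraries addressed the same question for Arc mRNA. Of 14529 genes tested, 0 passed the threshold in edgeR, and 93 (0.640%) had an unadjusted p under 0.05. DESeq2 called 25 genes, 11 higher and 14 lower, and all 25 were at 0 counts in every library of a group. The limma test called 0. The 3 genes with the lowest p-value, none past the threshold (adjusted p 1 in edgeR for each), were Serpinb9, Slc6a15 and Gjc3. Serpinb9 (ENSMUSG00000045827.11) had 26.7 ± 11.6 CPM (SD, n = 2) in the Arc-targeted libraries and 0 counts in both scrambled controls, at least 118-fold higher. It had 51.3 and 8.46 CPM in the Actb-targeted libraries and 19.9 CPM in the uninfected control. Slc6a15 (ENSMUSG00000019894.15) had 21.7 ± 8.76 CPM against 86.2 ± 9.87 CPM (SD, n = 2 each), a log2 fold change of -2.01 (SE 0.47). Gjc3 (ENSMUSG00000056966.8) had 0 counts in both Arc-targeted libraries and 12.9 ± 2.78 CPM (SD, n = 2) in the scrambled controls, at least 53.3-fold lower, and it was also at 0 in both background controls.

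The comparisons of Actb-targeted and Arc-targeted libraries with scrambled controls shared their control libraries. Their log2 fold changes correlated at r = 0.258 across 14529 genes, with the same sign in 58.0% of genes. In 20 simulations of unchanged groups against the same controls the mean values were r = 0.50 (range 0.483 to 0.514) and 66.2%, and the observed values lay below these. The simulation gave all libraries of a gene the same dispersion. The real Actb-targeted replicates were less alike (r = 0.567) than the Arc-targeted ones (r = 0.905). It therefore cannot decide whether the 2 comparisons share changes beyond their controls. With all 4 targeted libraries set against the scrambled controls, 0 of 14529 genes passed in edgeR, 385 had an unadjusted p under 0.05, DESeq2 called 51 (17 higher and 34 lower) and limma called 0. Without Actb-targeted replicate 2 edgeR called 2137 genes.

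Actb-targeted and Arc-targeted libraries were compared directly, which addressed how the surroundings of the 2 mRNAs differ. Of 14529 genes, 0 passed the threshold in edgeR (lowest adjusted p 0.900), and 618 had an unadjusted p under 0.05. DESeq2 called 274 genes, 34 higher and 240 lower in the Actb-targeted libraries, and 192 of these were at 0 counts in every library of a group. The limma test on log2(TPM + 1) called 1 gene, Gm10060, which was named after its values were seen. Without Actb-targeted replicate 2, edgeR called 2831 genes, and without replicate 1 it called 1, Erbin, also named after its values were seen. Cp again had the lowest p-value, with 158 ± 20.1 CPM (SD, n = 2) in the Arc-targeted libraries and a log2 fold change of -4.86 (SE 0.46, adjusted p 0.900 in edgeR). Without the low-count filter its adjusted p was 0.00574. Ifit3 had a log2 fold change of -2.25 (SE 0.31, adjusted p 0.915). S1pr3 (ENSMUSG00000067586.5) had 209 ± 6.72 CPM in the Actb-targeted and 660.03 ± 8.44 CPM in the Arc-targeted libraries (SD, n = 2 each), a log2 fold change of -1.72 (SE 0.26, adjusted p 0.915). Actb had a log2 fold change of 1.48 (SE 0.86, adjusted p 0.915) and Arc of 2.22 (SE 2.28, adjusted p 1). The value for Arc rested on Actb-targeted replicate 2, and without that library it was -8.76 and passed the threshold with the opposite sign (adjusted p 0.00365).

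The own-line comparisons set each targeted group against the single scrambled library that carries its tag. Both Arc-targeted libraries share the mouse line of that control, while for Actb only replicate 2 does, since replicate 1 came from mice with both tags. For Actb, 0 of 16646 genes passed in edgeR, 151 had an unadjusted p under 0.05, DESeq2 called 90 (34 higher and 56 lower) and limma called 0. Without Actb-targeted replicate 2 edgeR called 1808 genes between 1 library and 1 library of another line. For Arc, 0 of 16646 genes passed in edgeR, 32 had an unadjusted p under 0.05, DESeq2 called 36 (28 higher and 8 lower) and limma called 0. At this replication, simulated changes of 3 on the log2 scale were recovered for 27 of 200 genes in the Arc comparison and 44 of 200 in the Actb comparison, with 29 and 25 false calls, so most changes of that size would have gone undetected.

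The comparison of the 3 infected groups with the uninfected control addressed the pulldown background without the enzyme. Of 17610 genes, 0 passed in edgeR, 549 had an unadjusted p under 0.05, DESeq2 called 216 (204 higher and 12 lower in infected libraries) and limma called 0. Without Actb-targeted replicate 2 edgeR called 1174 genes, 107 higher and 1067 lower. The uninfected control yielded 14250 genes at 11936301 counts, within the range of the infected libraries. Between Actb-targeted libraries and the background infected control, 0 of 17610 genes passed in edgeR (lowest adjusted p 0.111), 1033 had an unadjusted p under 0.05, DESeq2 called 878 (676 higher and 202 lower) and limma called 0. Here leaving out Actb-targeted replicate 1 gave 370 calls in edgeR, 290 higher and 80 lower, and leaving out replicate 2 gave 2712, 573 higher and 2139 lower. The 2 background controls were not tested against each other.

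Among the 21 tests of the 7 fixed gene lists, camera with the preset correlation placed 9 past the adjusted threshold of 0.05. None held with an estimated correlation (lowest adjusted p 0.644) or in fry (lowest adjusted p 0.287), where 2 tests had an unadjusted p under 0.05. In the Actb-targeted against scrambled comparison, camera called the actin cytoskeleton list (median log2 fold change 0.18 over 21 genes), the mitochondrially encoded mRNAs (0.30 over 13) and the ribosomal protein mRNAs (0.23 over 82) higher, and the nuclear noncoding RNAs (-2.44 over 9) lower. In the Arc-targeted against scrambled comparison, it called the immediate early genes lower (-0.60 over 21) and the ribosomal protein mRNAs higher (0.20 over 82). Between Actb-targeted and Arc-targeted libraries it called the dendritic mRNAs (0.22 over 20), the actin cytoskeleton list (0.24 over 21) and the ribosomal protein mRNAs (0.06 over 82) higher. For the last of these, the mean was -0.11, opposite in sign to the median and the test. The glial markers were called in none of the 3 contrasts (medians -0.31, -0.05 and -0.55 over 14 genes). Median values are relative to a median of all 14529 genes of -0.23, -0.02 and -0.19 in the 3 contrasts. Adjusted over the list alone, 0 members of any list passed in any contrast, as over all genes tested.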

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

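The test of index exchange below was chosen only after the values were seen, while the carry-over test was set out before it was run.

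Scrambled control replicate 1, which was given the MCP virus, had 31 expected counts for the PCP coat protein, a sequence that no other MCP-infected and no uninfected library contained. These rows take no part in the comparisons, and the control libraries for them, the 2 uninfected ones, had 0. The 31 counts amount to 0.436% of the 7116 PCP coat protein counts in the 3 PCP-infected libraries. An exchange of indices among all pooled libraries was tested first. At the same rate it would have given 30.6 counts of MCP coat protein in each PCP-infected library, and these had 0 together, which argues against index exchange. A carry-over of material from one finished PCP library was tested next. It could not be excluded, because of the genes with over 1000 counts in a PCP library the number at 0 in this control was 0 for each of the 3 possible sources (3130, 2805 and 2852 genes). From scrambled control replicate 2, 1 of the 3130 genes had under 0.5 of the counts that the carry-over requires, and from the other sources 0 had, which is too little to exclude that source. The required carry-over was 1.58% of scrambled control replicate 2, 1.14% of Arc-targeted replicate 1 or 1.28% of Arc-targeted replicate 2. Mixing of RNA or virus before amplification stays open too and was not tested, and no biological explanation was tested. Carry-over at these shares would make this control slightly more like its source.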

How the results depend on the processing

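The addition of the tag rows to Actb and Arc was chosen only after the data were seen, while the other alternatives were chosen before. In fits that leave a group with 1 library, that library was assumed to vary like the others.

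The 8 counts of genes past the threshold, each 0 in edgeR, were recomputed under 118 combinations of comparison and setting, and 98 gave 0 again. RLE size factors, library size alone, a mean of at least 5 CPM, removal of mitochondrially encoded genes and limma on log2(TPM + 0.1) left each count at 0, and so did all 9 libraries in the fit for the 4 counts refitted that way. Without the low-count filter, edgeR called 1 gene (Cp) for Actb-targeted against scrambled, the same gene for Actb-targeted against Arc-targeted (1 call), and 40 genes for Actb-targeted against background infected. The limma test on log2(TPM + 1) called 1 gene between Actb-targeted and Arc-targeted libraries. The causes of these changes were not tested.

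DESeq2 called 215 genes for Actb-targeted against scrambled, 25 for Arc-targeted against scrambled, 274 for Actb-targeted against Arc-targeted and 51 for all targeted against scrambled. It called 90 and 36 in the own-line comparisons of Actb and Arc, 216 for infected against uninfected and 878 for Actb-targeted against background infected. In simulated data for Actb-targeted against scrambled, 331 of the DESeq2 calls were false against 8 in edgeR, so many of the DESeq2 calls may be false.

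Leaving out a single library mattered for Actb-targeted libraries. The counts ranged from 0 to 2862 for Actb-targeted against scrambled, 0 to 2831 for Actb-targeted against Arc-targeted, 0 to 2137 for all targeted, 0 to 1808 for Actb own-line, 0 to 1174 for infected against uninfected, and 0 to 2712 for Actb-targeted against background infected. Each highest value came without Actb-targeted replicate 2, which leaves replicate 1 alone, and 54.9% to 73.9% of the genes called then had 0 counts in replicate 1. Without replicate 1, the counts were 370 against background infected, 1 against Arc-targeted and 0 in the other 4. Neither Arc comparison gave a call when any library was left out.

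The 9 camera calls among 21 list tests became 0 with an estimated inter-gene correlation and 0 in fry. They ranged from 6 to 12 when a library was left out, were 7 at a mean of at least 5 CPM and 8 without mitochondrially encoded genes, and stayed at 9 with the other normalisations.

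For Actb and Arc, 121 of 130 recomputed log2 fold changes kept their sign and their side of the threshold. Actb in Actb-targeted against scrambled libraries ranged from -1.43 to 1.36 when a library was left out, with the positive value without scrambled control replicate 2. Arc in the same comparison ranged from -11.39, past the threshold without Actb-targeted replicate 2, to 0.59 without Actb-targeted replicate 1, and was 0.26 without scrambled control replicate 2. Arc between Actb-targeted and Arc-targeted libraries ranged from -8.76 (adjusted p 0.00365, without Actb-targeted replicate 2) to 3.23. It was also -0.92 with limma on log2(TPM + 1) and -2.25 on log2(TPM + 0.1). Arc had 2 counts in Actb-targeted replicate 1 and 7076 in replicate 2, below and above the 920 and 654 counts in the Arc-targeted libraries. Its sign between these groups therefore followed the Actb-targeted replicate that weighed more. Why the replicates differ was not tested, nor was the cause of the reversals without scrambled control replicate 2. Actb in the own-line comparison ranged from -1.93 to -1.10 and passed the threshold at the lower end (adjusted p 0.0216, others from 0.441 to 1), where 1 library is set against 1. Adding the tag rows reversed no sign. Of 144 values for the named genes, 128 stayed the same and 16 passed the threshold, under DESeq2, without the low-count filter, or without Actb-targeted replicate 2, and 0 changed sign.

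The differences between replicates of Actb- and Arc-targeted libraries correlated at r = -0.04 across 2183 genes, so no pairing by replicate number was seen. A pairing is not excluded, because Actb-targeted replicate 1 had few genes detected and came from another mouse line than replicate 2. With the replicate block, Arc between Actb-targeted and Arc-targeted libraries was -1.80, camera gave 8 calls, and the 4 counts fitted with it were 0. The median log2 fold change of all genes moved by over 0.1 under some settings, most without Actb-targeted replicate 2, from -0.23 to -1.12 for Actb-targeted against scrambled, and with the replicate block, to -0.57. Total counts were alike in all libraries (11817696 to 13650916). At this depth 3 counts amount to 0.220 to 0.254 CPM, so genes below that level cannot be compared.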

Other observations

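Tests chosen only after the result was seen were those of depth, of the share of the highest genes and of lost molecules for Actb-targeted replicate 1, those of tag rows and of Actg1 for the Actb and Arc rows, that of a single library for Cp, Ifit3 and S1pr3, that of the Y-linked genes, and the readings that the paragraphs name as added.

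Actb-targeted replicate 1 had 10361 genes detected against 13571 to 15836 in the other libraries. Lower depth was argued against by its total of 13521463 counts, above 7 of the other 8 libraries. A few genes taking most counts was argued against as well, since its 100 highest genes held 22.9% of the counts while those of the background infected control held 25.4% with 13571 genes detected. Genes at exactly 0 that had 20 or more counts in each other library numbered 1476, against 3 to 176 in the other libraries. This largely restates the pattern, so it does not decide for a loss of molecules before amplification. Length was not excluded. The median length of the lost genes was 1548.5 bases, at percentile 100.0 of matched lists (middle 95%, 1320 to 1442 bases), which is what a loss of long transcripts predicts. An added reading showed that short genes were lost too: of the genes compared, 13.2% in the shortest of 4 length classes were at 0 against 19.7% in the longest. GC content was not excluded either. The median GC of the lost genes lay at percentile 28.1 of matched lists, yet an added reading gave 303 of 2207 genes at 0 in the lowest of 4 GC classes and 420 of 2207 (19.0%) in the highest. A general loss of molecules, a loss of long transcripts and an effect of GC content therefore cannot be told apart as contributors, since the first has no test of its own and the others go with part of the loss. Transcript lengths were found for 99.1% of the lost genes. Whether the culture, the labelling or the pulldown was at the origin was not tested.

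Genes at 0 in both Actb-targeted libraries and at 20 or more counts in each of the other 7 numbered 59. The low complexity of Actb-targeted replicate 1 could produce such a set with any partner. Among the 8 pairings of replicate 1 with another library, 4 shared at least as many genes at 0, the Actb pair included, from 15 to 195, while pairs without replicate 1 shared at most 14. Ankrd29 is one of the 59. Such genes therefore say little about Actb.

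All 4 listed Y-linked genes, Ddx3y, Eif2s3y, Kdm5d and Uty, were at 0 counts in Actb-targeted replicate 1. Ddx3y had 483 to 1205 counts elsewhere, and Uty was also at 0 in the uninfected control. The chance that all 4 are lost like genes of their abundance was 0.00287. This is under the 0.05 set for excluding the low complexity of this library, but Ddx3y and Eif2s3y had been seen at 0 when the test was chosen, so the value excludes nothing. Low complexity and a culture with few male pups cannot be told apart, because 2 of the 4 genes were chosen for the pattern and Xist was low in all libraries (0.0846 to 7.84 CPM).

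The Actb row was higher in the 6 libraries with the Actb tag (645.6 to 2240.4 CPM, mean 1325 ± 642, SD) than in the 3 without it (288 to 320.5 CPM, mean 306 ± 16.3, SD), whatever the virus. The two-sided exact permutation p was 0.0238, the smallest this design can give, and 0.0476 after Benjamini-Hochberg adjustment over 2 tests. All untagged libraries come from the line with the Arc tag alone. The permutation treats libraries of a line as independent, so this p does not measure variation between lines. Reads assigned to the tag rows were argued against, since with those rows added the lowest tagged library still stood 2.14 times above the highest untagged one. Reads shared with Actg1 were argued against, since Actg1 differed by -207 CPM (2686 ± 249 in the untagged minus 2893 ± 648 in the tagged libraries) where a gain near 1019 CPM was needed. A gap as large occurred in 3 of 2183 genes, Actb included, while 2.70% of the genes separated completely by line, near the 2.38% that chance gives. A difference between the mouse lines at the Actb locus may underlie it and stays untested, as does a difference in culture between lines. It makes the scrambled control of the other line a poor reference for Actb itself.

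Arc was higher in the 2 libraries without the Arc tag (529.6 and 599 CPM) than in the 7 with it (0.148 to 244 CPM), with an exact permutation p of 0.0556, the smallest this design can give and above 0.05. With the tag rows added the gap was still 1.76 times, which argues against reads moved to those rows. This p leaves chance open, and an effect of the tag on Arc or a line difference may also account for the gap and was not tested. Both untagged libraries come from the line with the Actb tag alone, so variation between lines was not measured here either.

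Lcn2, singled out after its values were seen, had 74.8 to 770.4 CPM in the 7 infected libraries and 27.5 and 33.6 CPM in the 2 uninfected ones (exact permutation p 0.0556, the smallest possible). Astrocyte number was argued against as the cause, since 10 astrocyte identity genes changed by a median of -0.14 on the log2 scale where Lcn2 changed by 3.53. Chance separation cannot be told apart, because Lcn2 was picked for its gap. Its gap was matched by 1 of 2183 genes, itself, while 4.63% of genes separated by infection where chance gives 5.56%. With Lcn2, Serpina3n, Cxcl10 and C3 set aside because their values had been seen, 20 reactive glia genes had a median difference of 0.21, at percentile 98.4 of matched random lists, and 15 of the 20 were higher in infected libraries. Values of some genes kept in this list, Gfap, Gbp2 and H2-D1 among them, had been seen too. The list's most abundant genes, Gfap and Vim, did not separate: Gfap had 13994 CPM in the background uninfected control, the highest of the 9 libraries. A reactive response of glia in the cultures to the virus is a candidate explanation, with 2 uninfected libraries behind it, both from mice with both tags. Within those mice, the 2 infected libraries (208 and 74.8 CPM) were also above the uninfected ones.

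Cp, Ifit3 and S1pr3 were lower in both Actb-targeted libraries than in scrambled and Arc-targeted libraries. Without replicate 1 the smallest of the 3 log2 fold changes against Arc-targeted libraries was -1.70, against -1.72 with it. This does not exclude a part of the low complexity of replicate 1, because the 3 genes were chosen for a low p-value over both replicates and so were likely to be alike in them. With Cp, S1pr3, Gbp2 and C3 set aside as seen, 20 reactive glia genes, of which some such as Gfap had also been seen, had a median difference of -0.98 in replicate 2 against the Arc-targeted libraries, at percentile 0 of matched lists, and of -1.20 with both replicates, at percentile 0.41. An added reading with 18 genes, which set aside a different choice of genes once this result was known, gave percentiles 0.20 and 3.88. Fewer astrocytes were not excluded as a part of the cause. The 10 astrocyte identity genes had a median difference of -0.44 in replicate 2, at percentile 1.41 of matched lists, and 8 of the 10 were lower. With both replicates the median was -0.28, at percentile 5.73. In replicate 2 the 10 identity genes ranged from -1.16 to 0.22 on the log2 scale. Without replicate 1, Cp, Ifit3 and S1pr3 changed by -5.31, -2.11 and -1.70 against the Arc-targeted libraries. This argues against fewer astrocytes as the whole cause for these 3 genes, which were picked for a low p-value. A lower reactive state and a part played by fewer astrocytes cannot be told apart, because both lists fell in replicate 2. Of the reactive list's 25 genes, 24 had a mean of at least 5 CPM over the 9 libraries. Its most abundant genes were lower than in the Arc-targeted libraries, with Gfap at 4584 and 5837 CPM in the Actb-targeted and 10196 and 7659 CPM in the Arc-targeted libraries, and Vim at 632 and 484 against 1609 and 1281 CPM. The scrambled controls had 869 and 1298 CPM of Vim, and 5659 and 9218 CPM of Gfap, so Gfap did not separate from them. Cp was low in the uninfected control (19.9 CPM) and the background infected control (26.1 CPM) as well. A difference in glia between cultures may explain this, and proximity to Actb mRNA stays open as untested.

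By Pearson's r, the 2 background controls, one infected and one not, resembled each other (0.861) more than either resembled any other library. The chi-square statistic per degree of freedom gave this for the infected one only (122.9, next lowest 154.9). The uninfected one had lower values with scrambled control replicate 2 (110.5), Arc-targeted replicate 2 (110.9) and Arc-targeted replicate 1 (121.8). Transcript length bias was argued against, since r was 0.863 once a length trend was removed from each library and stayed above the highest value with the other libraries (0.807 and 0.83). The labels do not say what the background controls are, so a shared handling step may explain the higher r and was not tested.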
